A study of Mus musculus with 4 samples.

How the data were processed

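Total RNA was measured in 4 libraries of mouse tibialis anterior muscle taken at postnatal day 21, with 2 libraries labelled Het and 2 labelled Nf1-KO. Per the labels' protocols, the muscle was frozen in liquid nitrogen, RNA was isolated on columns, and libraries were made with a TruSeq RNA version 2 kit from total RNA. The aligner, the counting program, the genome build, the annotation, the strandedness and the number of animals per library are not stated in the labels or headers.

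For each library the authors deposited 1 value per gene for 34682 rows, rounded to 2 decimals. The unit is not named in the headers or labels, and it was read from the values as RPKM, reads divided by the gene's length and by the library's depth. The values summed to between 532315 and 547144 per library, so they were neither counts nor TPM. Over 5811 genes, the ratio of the mean normalized count in the authors' deposited table to the mean RPKM rose with the longest transcript's length with a log-log slope of 0.99. Whether reads or fragments were counted cannot be told from the values. The authors also deposited a comparison table of 13985 genes whose columns, per the file headers, have the layout of DESeq2 output. Per the file headers, its signal value is the mean over the libraries of read counts that the authors divided by size factors. On the same reading, the deposited test score is the log2 fold change divided by its standard error, and a p-value and an adjusted p-value follow from it. The headers give the column names and not these definitions. Its log2 fold change was of Nf1-KO against Het, read from the sign of the libraries' own values, and the deposited adjusted p-value equalled the Benjamini-Hochberg value over its rows to within 3.4e-07. The version, the design and the filters behind that table are not stated.

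Depth was estimated from the steps of the low values, since 1 read in a short gene is worth a fixed RPKM that depends on the gene's length and the library's depth. In genes with transcripts under 400 bases, the depth that brought values of up to 12 reads closest to whole reads was searched between 25000000 and 80000000 in steps of 100000 reads. It was 36500000 and 58100000 for the Het libraries and 47000000 and 51000000 for the Nf1-KO libraries. The mean distance from whole reads was 0.0750 to 0.0934, against at least 0.188 when the lengths were permuted 20 times. A value of 1 RPKM in a transcript of 2 kb then stands for 73.0 to 116 reads. Since lengths in the annotation used here need not be the authors' lengths, these depths are estimates. No count test was run on reads derived from them and no intervals are given. They set the simulated libraries below, the reads per RPKM, and the sampling noise and distance from whole reads in the closing section.

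Rows were used as follows. The 33 rows with a number in place of a name were left out, since they name no gene. Of the 1781 rows that are marked as further copies of a gene, only the row with the highest mean was kept per name, which left 32868 names. A further limit is that 15497 rows (44.7%) were listed at 0 in all 4 libraries, and these include genes that every cell uses, so 0 is reported only as a listed value. Names were matched to GENCODE M21 (mouse build GRCm38) for positions, transcript lengths, GC content and overlapping exons, and 9981 of the 10690 tested names (93.4%) were found. The build that the authors used is not stated, so positions given here are those of GRCm38.

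The tests had been planned before the data were examined for counts. Since the deposited values are RPKM, the planned fallback was used: limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a variance trend on the mean and no covariate. Fold changes are therefore on the log2(value + pseudocount) scale, which understates the change of low genes. Genes with at least 0.5 RPKM in at least 2 libraries were tested. Values were scaled between libraries by an unweighted trimmed mean of log ratios (30% of ratios and 5% of abundances trimmed at each end), with factors of 0.968, 0.967, 1.03 and 1.03. Two-sided p-values were adjusted by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. Means and SD in the text are of the RPKM as deposited, and the fold changes of the scaled values. With 2 libraries against 2, an exact permutation test of a single value cannot go below 0.333, so calls rest on the variance that limma shares across genes.

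Gene lists were fixed before the data were examined, with 10 lists on the study's subject (glycolysis and glycogen, fast myofibre, slow myofibre, developmental and denervation, atrophy and autophagy, fatty acid uptake and oxidation, TCA cycle and respiratory chain, extracellular matrix, Ras-MAPK feedback, amino acid synthesis and ATF4). A further set covered cell composition (blood, adipocyte, Schwann cell, immune cell, endothelial cell, satellite cell, immediate early genes, and Y-linked genes with Xist). Each was tested with camera at a preset correlation of 0.01 and, beside it, with fry and with camera at an estimated correlation, adjusted over the study lists and over the composition lists separately. Lists of bone genes seen first, osteoclast, osteoblast and cartilage genes were added later. The genes named in the text follow a rule fixed before the data were examined: Nf1; up to 8 genes in each direction with the largest change among those past the threshold, with a mean of at least 5 RPKM and both Nf1-KO libraries beyond both Het libraries; up to 4 members of each study list with the smallest adjusted p; 6 myosin heavy chain genes; and Y-linked genes with Xist. Of the genes this rule selects, 1 is not reported here. Other genes are said to have been chosen after their values were seen, except some list members that are named to describe their list.

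The pipeline was tested on simulated libraries drawn with the real means and estimated depths. Of 200 changed genes among 10587 tested, 199 were called, all with the right sign. Another 12 calls were of unchanged genes (5.69% of calls), and the fitted changes had a slope of 0.80 on the true ones. A raised list had a camera p of 3.0e-41, and 4 of 200 random lists had a p under 0.05. The simulated genes were independent, with a dispersion between libraries of 0.0015. In the real data 50.3% of tested genes were called, mostly with small changes, so the simulated rates need not hold there. The random lists held uncorrelated genes, so they do not check the preset correlation. Alternatives covered the scaling, the filter, the 20 most abundant genes, the replicate number as a block, each library left out, the thresholds and the set test. The pseudocount of 0.1, unscaled values, a prior without trend and copies kept apart were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.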

Results

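RNA was sequenced from the tibialis anterior, a fast muscle of the lower hind limb, of mice at postnatal day 21. Neurofibromin, the product of Nf1, switches off the GTPase Ras, and the series asks what its loss does to muscle growth and metabolism after birth. The Nf1-KO group carried 2 floxed Nf1 alleles and the Het group carried 1, each with the label Myf5+, which in this kind of cross stands for a Cre driver expressed in muscle precursors. Each group had 2 libraries, and the labels do not say whether these came from separate animals. Their estimated depth was 36500000 and 58100000 reads in Het and 47000000 and 51000000 in Nf1-KO, so depth did not separate the groups. Between 52.1% and 55.3% of the summed RPKM of a library lay in 20 genes. Among 4827 genes of at least 5 RPKM, the median coefficient of variation between replicates was 2.03% in Het and 1.96% in Nf1-KO. The labels give no batch, so no comparison within batches was possible.

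Nf1, on chromosome 11 from 79339693 to 79581612 (GRCm38), was lower in both libraries labelled Nf1-KO. It was 1.05 ± 0.057 RPKM (SD, n = 2) in Het and 0.87 ± 0.028 RPKM (SD, n = 2) in Nf1-KO. The log2 fold change was -0.18 with a standard error of 0.057, and the adjusted p from limma was 0.041. The fall was small and the call was close to the threshold. With values as deposited and not scaled, the log2 fold change was -0.13 and the limma adjusted p 0.094. The gene-level value counts reads of all exons and of cells outside the Myf5 lineage, and the Het animals also carry a floxed allele. The authors' deposited table gave a log2 fold change of -0.38 and an adjusted p of 0.0026 for Nf1. With a pseudocount of 0.1 in place of 1, the log2 fold change here was -0.33 (limma adjusted p 0.045), closer to that value.

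Of 10690 genes tested, 5381 (50.3%) had a limma adjusted p under 0.05, of which 2660 were higher and 2721 lower in Nf1-KO. Most changes were small: 80.6% of the changed genes had an absolute log2 fold change under 0.5, while 112 were higher and 101 lower by over 1. With values as deposited, 3760 genes were higher and 1883 lower, so the share of higher genes was 66.6% against 49.4%, and the median log2 fold change of the tested genes was 0.07. Both Nf1-KO libraries lay beyond both Het libraries in 8157 genes (76.3%) by the scaled values and in 8259 genes (77.3%) by the values as deposited, where chance gives 33.3%. The pseudocount moved the count of large changes most, from 213 in both directions together to 509 with a pseudocount of 0.1.

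The largest increases among genes of at least 5 RPKM were in Spp1, Sln, Mettl21e, Ctsk, Postn, Idh2, Tbc1d4 and Fkbp5. Spp1 (osteopontin; chromosome 5, 104435118 to 104441050) rose from 0.36 ± 0.071 to 14.1 ± 0.099 RPKM (SD, n = 2), a log2 fold change of 3.42 with a standard error of 0.056 and a limma adjusted p of 3.7e-07. Sln (sarcolipin, a small protein that acts on the calcium pump of the sarcoplasmic reticulum; chromosome 9, 53850164 to 53854560) rose from 0.895 ± 0.375 to 17.1 ± 0.976 RPKM. Its log2 fold change was 3.20. The mitochondrial isocitrate dehydrogenase gene Idh2 was the most abundant of these genes and rose from 81.5 ± 1.61 to 398 ± 3.48 RPKM, a log2 fold change of 2.18 with a standard error of 0.021. Tbc1d4 rose from 3.42 ± 0.035 to 19.6 ± 0.12 RPKM and Fkbp5 from 5.59 ± 0.106 to 27.6 ± 0.46 RPKM. Log2 fold changes were 2.77 for Mettl21e, 2.39 for Ctsk and 2.20 for Postn. Spp1 and Ctsk belong to a set of 13 genes associated with bone, chosen after their values were seen, that were all higher in both Nf1-KO libraries.

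The largest decreases included Cyp4f39, Smox, Irf5, Cbr2 and Mss51. Smox (spermine oxidase; chromosome 2, 131491496 to 131525922) fell from 81.2 ± 0.52 to 13.6 ± 0.19 RPKM (SD, n = 2), a log2 fold change of -2.59 with a standard error of 0.027 and a limma adjusted p of 9.9e-08. Cyp4f39 fell from 15.2 ± 0.226 to 0.72 ± 0.028 RPKM, with a log2 fold change of -3.30. The log2 fold changes were -2.55 for Irf5, -2.50 for Cbr2 and -2.14 for Mss51, and an exon of Irf5 overlaps one of Tnpo3. The remaining 3 of the 8 largest decreases were rows named by a sequence identifier in place of a gene symbol, with log2 fold changes of -3.41, -2.46 and -2.42.

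The composition of the contractile apparatus was compared through the myosin heavy chain genes, which mark fibre types. Myh4 (type 2B, the fastest; chromosome 11, 67238029 to 67260446) fell from 6891 ± 175 to 3468 ± 57.0 RPKM (SD, n = 2), a log2 fold change of -1.08 with a standard error of 0.023. Myh1 (type 2X) rose from 2398 ± 62.9 to 3678 ± 48.1 RPKM, a log2 fold change of 0.52. Myh2 (type 2A) rose from 460 ± 16.3 to 840.0 ± 15.7 RPKM, a log2 fold change of 0.77. Myh7 (slow) was low in both groups, at 1.59 ± 0.092 and 1.42 ± 0.078 RPKM, and its difference did not pass the threshold (limma adjusted p 0.066). It passed narrowly with a filter of 1 RPKM in every library (0.049) and in the limma fit without a variance trend (0.044). Embryonic Myh3 rose from 0.675 ± 0.021 to 1.05 ± 0.042 RPKM. Perinatal Myh8 was uncertain, because its rows disagreed: the abundant copy fell from 89.9 ± 4.67 to 66.9 ± 1.25 RPKM, while another row of the same name held 1.15 and 1.5 RPKM in Het and 2.92 in each Nf1-KO library. These genes are closely similar neighbours on chromosome 11 (Myh7 is on 14), so their values are uncertain as far as they share reads, and how the counting split such reads is not stated. As a list, the 14 fast myofibre genes were lower (median log2 fold change -0.61, camera adjusted p 1.1e-09), with 13 lower and only Myh1 higher. All 14 passed the threshold over all genes, and 14 when adjusted over the list alone. The median was -1.15 with the 20 most abundant genes left out, which removes 7 of the 14 genes. Pvalb showed the largest fall of the list, from 4619 ± 70.3 to 1493 ± 12.7 RPKM, and Actn3, Mybpc2 and Myl1 fell by 1.35, 1.21 and 0.96 on the log2 scale. The 11 slow myofibre genes had a median of 0.41 (camera adjusted p 2.2e-05), with 10 higher past the threshold over all genes and 11 past it adjusted over the list alone, of which only Myh7 was lower. Casq2 rose from 11.6 ± 0.25 to 47.7 ± 1.07 RPKM and Myoz2 from 15.1 ± 0.23 to 46.9 ± 0.66 RPKM, and the log2 fold changes of Tnnt1 and Tpm3 were 0.78 and 0.49.

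**Figure D1:**
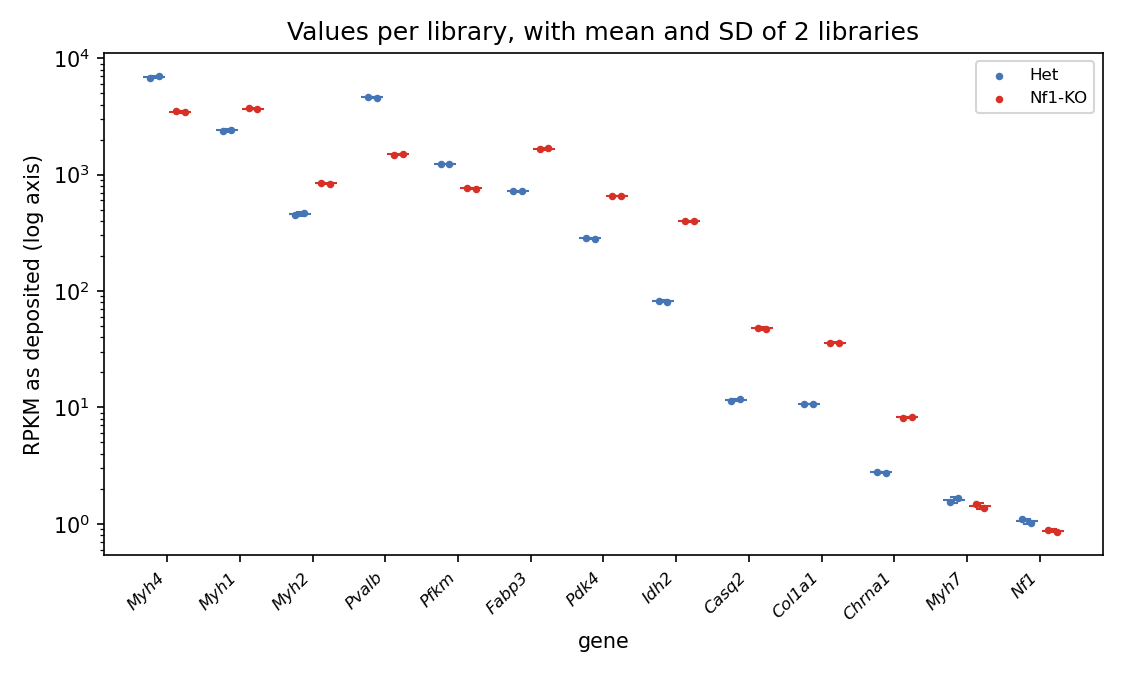
RPKM as deposited (vertical log axis) of 13 genes in each of the 4 libraries, with Het in blue and Nf1-KO in red; points are libraries, and the horizontal mark and bar are the mean and SD of 2 libraries. Myh4 falls from 6891 to 3468 RPKM while Myh1 and Myh2 rise, and replicates lie closer to each other than the groups do for each gene drawn except Myh7.

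Energy metabolism was compared through 3 lists. Glycolysis and glycogen genes were lower, with a median log2 fold change of -0.53 over 21 genes and a camera adjusted p of 7.7e-09. Of these, 18 passed the threshold (16 lower, 2 higher), and 18 when adjusted over the list alone; of these, Slc2a4 was higher with values as deposited. Pfkm fell from 1229 ± 1.48 to 765 ± 8.41 RPKM (SD, n = 2), a log2 fold change of -0.78 with a standard error of 0.017; its exons overlap those of Senp1. Gpd1, Eno3 and Pgam2 fell by 0.85, 0.73 and 0.67 on the log2 scale. Fatty acid uptake and oxidation genes were higher, with a median of 0.78 over 21 genes and a camera adjusted p of 4.6e-17. Each of the 21 was higher past the threshold over all genes, and 21 passed adjusted over the list alone. Lpl rose from 93.5 ± 0.297 to 326 ± 4.09 RPKM, a log2 fold change of 1.70 with a standard error of 0.019. The log2 fold changes of Cd36, Pdk4 and Fabp3 were 1.31, 1.12 and 1.11. TCA cycle and respiratory chain genes had a median of 0.39 over 27 genes (camera adjusted p 2.4e-13), with 26 higher and Idh3a lower (higher with values as deposited), all past the threshold over all genes and 27 adjusted over the list alone. Cox6a2, Sdha and Ndufv1, which had the smallest adjusted p, had log2 fold changes of 0.57, 0.48 and 0.51; exons of Fabp3 and Cox6a2 overlap those of Zcchc17 and Itgad.

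The other study lists changed less evenly. Atrophy and autophagy genes had a median log2 fold change of 0.41 over 16 genes (camera adjusted p 1.5e-05), with 13 higher and 2 lower past the threshold and 15 adjusted over the list alone; Ulk1, among the lower genes, was higher with values as deposited. Ddit4, Cdkn1a, Gabarapl1 and Ctsl rose by 0.89, 0.87, 0.58 and 0.45 on the log2 scale. Of the ubiquitin ligases of atrophy, chosen after their values were seen, Fbxo32 rose by 0.29 while Trim63 did not differ (log2 fold change 0.03, limma adjusted p 0.371). Developmental and denervation genes had a median of 0.25 over 9 genes (camera adjusted p 0.038), with 6 past the threshold and 6 adjusted over the list alone. Chrna1 rose from 2.77 ± 0.028 to 8.19 ± 0.028 RPKM (SD, n = 2), Myog from 1.07 ± 0.22 to 4.86 ± 0.47 RPKM, and Gadd45a by 0.66 on the log2 scale. This list lost its call with a filter of 1 RPKM in every library, where its median was 0.14 and its camera adjusted p 0.289, and with values as deposited, where these were 0.29 and 0.073. Extracellular matrix genes had a median of 0.41 over 21 genes (camera adjusted p 0.0035), with 14 higher and 3 lower past the threshold and 18 adjusted over the list alone; Sparc, among the lower genes, was higher with values as deposited. Col1a1 rose from 10.7 ± 0.0071 to 36 ± 0.156 RPKM and Col1a2 from 5.85 ± 0.049 to 14.2 ± 0.035 RPKM, while Col4a1 fell from 34.1 ± 0.042 to 19.9 ± 0.64 RPKM; its exons overlap those of its neighbour Col4a2. Ras-MAPK feedback genes, which respond to Ras signalling, did not differ as a list (median 0.13 over 14 genes, camera adjusted p 0.266). Of these 14, 9 passed the threshold (6 higher, 3 lower), and 9 adjusted over the list alone. Phlda1 and Spry2 rose by 0.90 and 0.36, and Ccnd1 and Spred3 fell by 0.39 and 0.54 on the log2 scale; Spred3 held 0.535 ± 0.0071 and 0.07 ± 0.014 RPKM and shares exonic sequence with Ggn. Amino acid synthesis and ATF4 genes did not differ as a list either (median -0.06 over 13 genes, camera adjusted p 0.611). It had 9 members past the threshold (4 higher, 5 lower), and 9 adjusted over the list alone: Atf4 rose by 0.28 while Chac1, Psph and Aldh18a1 fell by 0.75, 0.42 and 0.38 on the log2 scale.

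**Figure D2:**
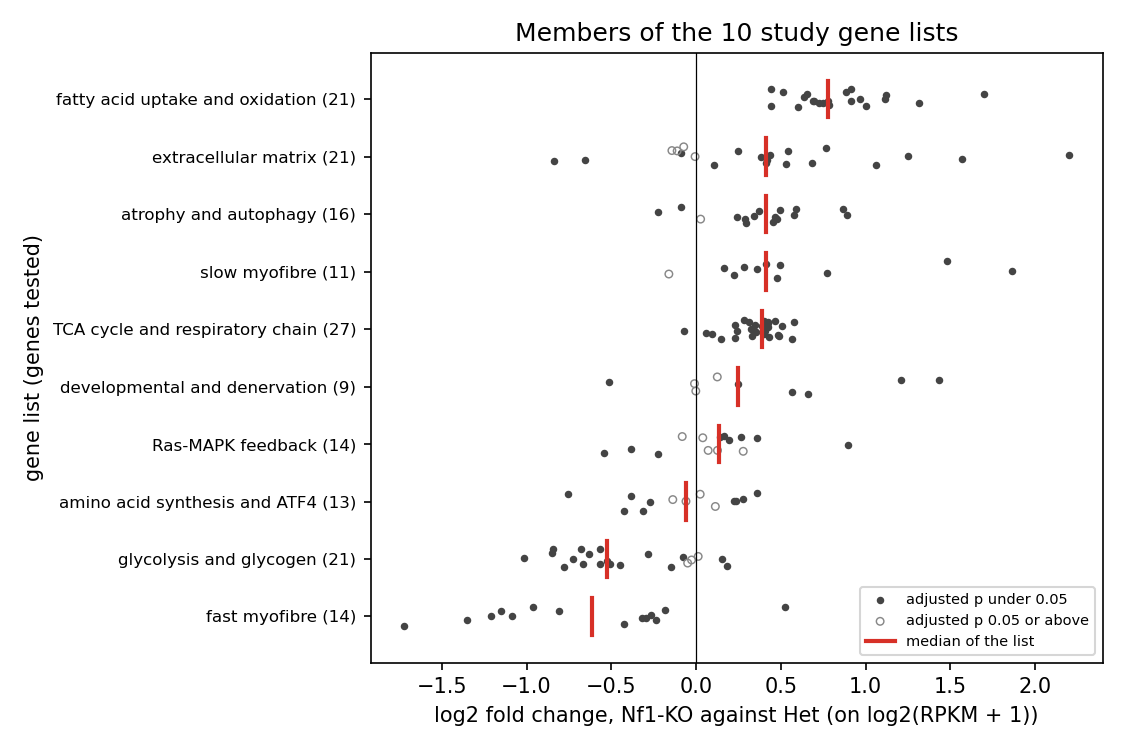
Log2 fold change of Nf1-KO against Het on the log2(RPKM + 1) scale (horizontal axis) for each tested member of the 10 study lists (rows, with the number of genes tested). Filled points have a limma adjusted p under 0.05, open points do not, and red bars are list medians, which run from -0.61 for fast myofibre genes to 0.78 for fatty acid genes.

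Under camera with the preset correlation, 8 of the 10 study lists passed an adjusted p of 0.05. All 8 also passed under fry, which called Ras-MAPK feedback as well. None passed with the correlation estimated from the 4 libraries, where the lowest adjusted p was 0.131. Exons of Spp1, Mybpc2, Gpd1, Myh1, Myh2, Myh7, Gadd45a, Gabarapl1, Cdkn1a, Ctsl, Phlda1, Ccnd1 and Psph also overlap those of other annotated genes, and whether the counting used strand is not stated, so their values may hold reads of both.

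Lists for other cell types were tested in the same way. Immune cell genes had a median log2 fold change of 0.57 over 10 genes (camera adjusted p 2.8e-04) and Schwann cell genes 0.50 over 8 genes (0.0016), with 9 and 7 members higher past the threshold over all genes, and 9 and 7 adjusted over the list alone. The medians were 0.04 for endothelial cell genes (camera adjusted p 0.446), 0.12 for satellite cell genes (0.229), 0.35 for adipocyte genes (0.198) and 0.57 for immediate early genes (0.069), none of which passed. Their members past the threshold over all genes were 7, 4, 4 and 8, and 7, 4, 5 and 8 adjusted over the list alone. Of the blood list only Alas2 could be tested (log2 fold change 0.12), and it did not pass. Under fry, 5 of these 6 lists (blood left out) passed (endothelial cell genes did not), and under an estimated correlation 0 did. Among Y-linked genes, Eif2s3y was 13.1 and 13.7 RPKM in the Het libraries and 24.7 and 23.5 RPKM in the Nf1-KO libraries. Uty was 1.44 and 1.58 against 1.85 and 1.98 RPKM, and Kdm5d 0.22 and 0.18 against 0.29 and 0.30 RPKM. Ddx3y and Xist were listed at 0 in all 4 libraries. Since other genes that every cell uses are also listed at 0, the value for Xist does not show the sex of the animals.

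The authors' deposited table called 4426 of 13985 genes at an adjusted p under 0.05, of which 2098 were higher and 2328 lower. Of the genes tested here, 10614 were in the authors' deposited table, and across these genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.905. Both the authors' deposited table and the test here called 4064 genes, each with the same sign. Among tested genes listed in both, 1290 were called here only. Another 362 genes were called in the authors' deposited table and not here, of which 52 were tested here and 310 were not.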

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

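Of 1187 values under 19 alternative settings, 1112 stayed the same: tested values kept their direction and side of the threshold, values without a test moved by less than the spread between replicates, and counts of genes stayed within 1.5 times. That bound is wide for counts, since with unscaled values the 2660 higher genes became 3760 and the 2721 lower genes 1883. Some values could not change. The list tests kept the variance trend in the fit without one, so their results there repeat the main ones. Fold changes of genes are also identical in that fit and with the replicate block, where only their p could move. The planned likelihood ratio, voom and Wald tests on counts were not run, since the values are RPKM; the authors' deposited table stands beside the result instead. The count filters were replaced by RPKM filters. The count of changed genes ran from 3648 (adjusted p under 0.01) to 6215 (under 0.1), and was 213 when an absolute log2 fold change above 1 was also asked. The count of such large changes rose to 509 with a pseudocount of 0.1, because a smaller pseudocount spreads low values.

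Nf1 stayed lower in each setting that tested it (it fell below the filter of 1 RPKM in every library). It lost its call with no filter (-0.19, limma adjusted p 0.075), for which the cause was not tested. The call was also lost with unscaled values (-0.13, limma adjusted p 0.094), where the median log2 fold change of all tested genes was 0.07. It also lost its call with the replicate number as a block (-0.18, adjusted p 0.054). Over its alternatives the adjusted p ran from 0.020 to 0.094, and the log2 fold change from -0.33 (pseudocount of 0.1) to -0.13 (unscaled values). When each library was left out, the log2 fold change ran from -0.21 to -0.15.

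The replicate numbers did not pair the libraries: the deviations of same-numbered libraries had a correlation of -0.018 across genes. With the replicate number as a block, 5343 genes were called, and Nf1, at -0.18 with an adjusted p of 0.054, was not. That fit has 1 residual degree of freedom fewer.

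With the correlation estimated from the data, camera called none of the 8 lists that had passed, with medians of -0.53 for glycolysis, -0.61 for fast myofibre, 0.41 for slow myofibre, 0.25 for developmental, 0.41 for atrophy, 0.78 for fatty acid, 0.39 for TCA cycle and 0.41 for extracellular matrix genes. Their adjusted p ran from 0.131 to 0.192. Only 2 residual degrees of freedom stand behind that estimate. The Ras-MAPK feedback list (0.13) passed only under fry (3.9e-04; 3.9e-04 to 0.432 over its alternatives). The developmental list lost its call at 1 RPKM in every library (0.14, with fewer genes tested) and with unscaled values (0.29); its adjusted p ran from 0.0024 to 0.289. The amino acid and ATF4 list turned from -0.06 to 0.0105 with no filter and 0.0352 with the filter of 1 RPKM as other genes entered or left. The adipocyte list (0.35) moved to -0.0024 with no filter, to 1.25 with the filter of 1 RPKM and to 0.74 with a pseudocount of 0.1. None of these values passed the threshold.

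The fast myofibre median was -1.15 with the 20 most abundant genes left out, because 7 of its 14 genes are among them; the other 7 had a median of -1.15 with all genes kept too. The developmental median rose to 0.48 with a pseudocount of 0.1. Myh3 held this median in both fits, so the rise follows from a smaller pseudocount on a gene of low value. With copies kept apart the developmental median was 0.41, for which the cause was not tested. The Ras-MAPK median rose to 0.20 with unscaled values, where the median log2 fold change of all tested genes was 0.07. Without Het replicate 1 the amino acid and ATF4 median was -0.02.

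Across the 4 fits that each left out 1 library, which have no calls, medians ran from 0.38 to 0.45 for slow myofibre, from 0.76 to 0.80 for fatty acid, from 0.40 to 0.41 for extracellular matrix, from -0.62 to -0.60 for fast myofibre, from 0.39 to 0.41 for atrophy, from 0.37 to 0.40 for TCA cycle, from 0.23 to 0.27 for developmental and from 0.11 to 0.14 for Ras-MAPK feedback genes. In addition, 44 other results changed: 2 weaker, 8 stronger and 34 moved, the last all in fits without 1 library. At 73.0 to 116 reads per RPKM in a transcript of 2 kb, genes under the filter of 0.5 RPKM rest on fewer reads; they were tested only in the fit with no filter, which called 4554 genes, 4006 of them called before with the same sign, and in the bone and cartilage lists.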

Other observations

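The tests of bone lists, of GC content and length, of overlapping exons and of the surroundings of Nf1 were written before their results were seen, and the other tests after. For overlapping exons and the surroundings of Nf1, the share without overlap and the number of distant genes were taken as the deciding values only after the planned Fisher tests, given beside them, had shown no difference; the deciding values for a library entered under both names and for the myofibre share were also replaced after a result was seen.

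Replicate libraries of a group differed little beyond sampling noise in genes of low and middle read number, and by more in abundant genes. With reads estimated from the depths and the authors' mean normalized counts, the median squared difference between replicates was 1.70 times sampling noise in Het and 1.82 times in Nf1-KO for genes of 1000 to 3000 reads, and 3.58 and 4.40 times for genes of 10000 to 100000 reads. In the 49 genes of over 100000 reads it was 61.3 and 45.6 times, at a coefficient of variation of 1.60% and 1.34%. The same ratio between Het replicate 1 and Nf1-KO replicate 1 was 22.7, 717 and 13728 in these classes. A library entered under both names is excluded, since at most 0.463% of 1729 genes of at least 20 RPKM had the same value in both libraries of a group. Smoothed or averaged values are argued against by the low values, which lay within a mean distance of 0.0934 of whole reads in the library farthest from them. A candidate explanation is that both libraries of a group came from the same animal or pool. Immediate early genes, which react to handling, gave no clear answer. Their median ratio to sampling noise was 1.90 over 8 genes, at percentile 51.8 of 10000 lists matched on reads, whose median was 1.84. Their mean ratio was 2.45, at percentile 81.6. Single genes, chosen after their values were seen, went both ways. Egr1 was 1.63 and 1.64 RPKM in Het and 4.92 and 4.95 in Nf1-KO. In contrast, Atf3 was 1.57 and 0.98 RPKM in Het (13.2 times noise). Btg2 and Ier2 differed by 9.16 and 5.37 times noise between the Nf1-KO libraries. Shared and separate animals cannot be told apart here, since there are 8 such genes and no pair of libraries known to come from separate animals of a group. Where the libraries share an animal or pool, the tests compare those samples and not the genotypes. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes with an adjusted p under 0.05, while the others gave 0 each, with 36 and 39 genes at an unadjusted p under 0.05. With 3 splits no share under 0.333 can be reached, so the number of splits alone decides nothing.

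Genes associated with bone were higher in Nf1-KO, in a set chosen after their values were seen. Ibsp was 0.01 and 0.02 RPKM in Het and 8.65 and 9.07 RPKM in Nf1-KO, Mmp13 0.01 and 0.06 against 8.48 and 8.75 RPKM, and Acp5 0.22 and 0.20 against 6.51 and 5.33 RPKM. The 13 genes seen first were all higher in both Nf1-KO libraries. Osteoclast and osteoblast genes whose values had not been seen were then tested with a pseudocount of 0.1. The 19 with values had a median log2 fold change of 0.38, at percentile 99.9 of 10000 random lists matched on expression (one-sided permutation p 7.0e-04). Of these, 12 osteoblast genes had a median of 0.60 (p 5.0e-04) and 7 osteoclast genes 0.36 (p 0.0137). With Calcr, whose values had been seen and which fell, the 8 osteoclast genes had a median of 0.17 (p 0.136). Cartilage genes lay within random lists (median 0.095, p 0.114 over 10 genes), and 4 of these 10 were higher in both Nf1-KO libraries. Acan, at 0.01 and 0.00 against 0.09 and 0.13 RPKM, had a log2 fold change of 0.97, while that of Col9a1 was -1.01. Col2a1 was at 0.01 and 0.00 against 0.02 and 0.01 RPKM. Cartilage would bring this abundant transcript far above that level, which argues against cartilage. A piece of bone in the Nf1-KO samples may therefore be one source, yet the evidence is mixed. Sparc, an abundant transcript of bone, was 73.9 ± 0.62 RPKM in Het and 74 ± 0.49 RPKM in Nf1-KO (SD, n = 2), a baseline that would hide a small share. Bglap was only 0.62 and 0.66 RPKM in Nf1-KO, and Bglap and Bglap2 are near-identical, so their reads can be lost. Of the 19 genes with values that had not been seen before, 11 were higher in both Nf1-KO libraries. A mean of at least 0.5 RPKM in Het muscle was found in 5 of them, and in 2 of the 13 genes seen first. Of those 5, Tcirg1 rose by 0.66, while Ostm1, Clcn7, Nfatc1 and Cgref1 did not rise (-0.27, -0.02, -0.11 and -0.84). Cthrc1 and Cdh11 are also made by fibroblasts, and Spp1, Ctsk and Mmp9 by macrophages. An effect of genotype on matrix or immune cells stays open and was not tested.

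Immune and Schwann cell lists passed under camera while endothelial and satellite cell lists did not; under fry the satellite cell list passed too, at a smaller median (0.12). A lower share of myofibre RNA in Nf1-KO would raise these lists alike. This holds only if other cells stayed the same and myofibres made none of the listed genes, which was not tested. The 18 immune and Schwann cell genes, all higher, exceeded the 18 endothelial and satellite cell genes, of which 12 were higher, by a mean of 0.48 on the log2 scale (95% bootstrap interval 0.30 to 0.67, two-sided permutation p 2.0e-05 across genes, which are not independent). These pools follow which lists had passed camera, so the difference and its p restate that split. Taken list by list, medians were 0.57 for immune and 0.50 for Schwann cell genes, against 0.04 for endothelial and 0.12 for satellite cell genes. If other cells stayed the same and myofibres made none of these genes, such unequal medians argue against a lower myofibre share as the whole cause. More immune and Schwann cells, changed expression within them and a difference in dissection stay open, as does the genotype.

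The metabolic and fibre lists moved in opposite directions. Across genes, log2 fold changes had a Spearman correlation of 0.058 with GC content and -0.127 with transcript length. After trends on both were removed within each library, for 93.4% of tested genes and at least 95.2% of each study list, the fatty acid list had a median of 0.79 (camera adjusted p 3.9e-17), the fast myofibre list -0.67, the glycolysis list -0.57 and the respiratory list 0.34. Bias by GC content or length is thus argued against as the whole cause for these lists; the developmental list moved to an adjusted p of 0.052. An effect of the genotype stays open as a hypothesis, together with differences in handling between the groups, which the labels do not describe.

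Eif2s3y was higher in Nf1-KO, with a log2 ratio of 0.75. The log2 ratios of Uty and Kdm5d were 0.25 and 0.47. In the main fit Uty did not pass the threshold (limma adjusted p 0.070), and Kdm5d lay below the filter and was not tested. The ratio of Eif2s3y to Uty changed by 0.50 on the log2 scale, against a pooled SD of 0.093 between replicates. A larger share of male RNA would raise both by the same factor, so it cannot be the whole cause, although it may account for the part that the genes share. The sex of the animals is not given in the labels.

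Genes that every cell uses were listed at 0. Among 399 genes of ribosomal, respiratory, proteasome, initiation factor and polymerase families, 14 were listed at 0 in all libraries. Cox8c, Rpl10l and Rps27rt were left out after this was seen, since they are paralogues or retrogenes that muscle need not use. Only genes at 0 were looked at for this, so such paralogues with values stayed in. That left 11 of 396 genes, including Rps23, Rps4x, Ndufs5 and Uqcr11. Reads lost where exons of 2 genes overlap may account for the 6 of these that overlap another gene in GENCODE, but not for the other 5 (45.5%) as far as that annotation goes. Overlaps were present in 54.5% of the genes at 0 and in 39.7% of the others, a difference that was not detectable with 11 genes (two-sided Fisher exact p 0.361). Overlap is thus not the whole cause. Reads shared with pseudogenes and the authors' annotation were not tested, and no biological explanation was tested.

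Large changes could come from the strain background and not from Nf1 itself. Of 188 changed genes with an absolute log2 fold change above 1 and a known position, 183 lay farther than 10 Mb from Nf1 or on other chromosomes. The share of large changes was 2.26% among 221 genes near Nf1 and 1.88% among 9759 genes elsewhere (two-sided Fisher exact p 0.613), so sequence carried along with the floxed allele is not their main source. Nnt, a mitochondrial transhydrogenase gene that is partly deleted in some C57BL/6 substrains, was chosen after its values were seen. It was 12.7 RPKM in both Het libraries and 56.9 and 55.3 RPKM in Nf1-KO. Its log2 fold change of 1.97 was at rank 16 from the top among the tested genes. The highest value in the respiratory list was 0.58, and none of the 3 tested genes within 2 Mb of Nnt changed by over 1. Idh2, which the naming rule selects, rose by 2.18, and Ldhb, chosen after its values were seen, by 2.03, so Nnt did not stand alone. A substrain difference at Nnt and a response to the genotype cannot be told apart, since gene-level values do not show which exons the reads cover.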
